A study of Homo sapiens with 78 samples.

How the data were processed

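The series holds ATAC-seq libraries of human cranial neural crest cells differentiated from H9, an established human embryonic stem cell line. ATAC-seq cuts open chromatin with the Tn5 transposase and sequences the ends, so the read count at a site follows how accessible its DNA is. The 78 libraries fall into 30 groups by genotype, treatment and time, as the labels give them. Per the labels, TWIST1, ALX1 or PRRX1 carried a tag named FV, MSX1 a tag named FNV, and dTAGV-1 (500 nM), a compound that brings tagged proteins to the cell's degradation machinery, was added before harvest. The acute arm was taken at 0, 3 or 24 h of dTAGV-1. The long-term arm compares dTAGV-1 with DMSO, its solvent, and its duration is not stated in the labels used here. ALX1FV ALX4- cells carry the tagged ALX1 and a knockout of ALX4, and WT cells carry no tag.

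Per the submitters' processing notes, Bowtie2 2.4.1, SAMtools 1.10, MACS2 2.2.7.1 and bedtools were used with genome build hg38; which step each tool served, the read filters and any shift of reads for the transposase are not given in the sources used here. The authors deposited whole-number read counts in a common set of 213151 merged peaks, 175386 of them 501 bp long. The authors also deposited a peak list per library, which gives the fold enrichment of each summit over local background as a ratio, and the p and q value of each peak as −log10. The merged list gives a value per peak whose lowest is 20.0; the summit and value of 119682 merged peaks (56.1%) matched a peak of a library analysed here. The deposited values were used as they stand.

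Count columns were tied to libraries by name. A count column could be tied to 68 of the 78 libraries, and 22 per-sample columns were not used. The header of the acute WT table names 6 libraries while its lines hold 12 values, so no column could be tied to a library. In the long-term tables, 3 sets of identical columns recur across 3 tables, and 2 of these sets bear different names in them. These 2 sets are named ALX1FV DMSO in the ALX1FV table and serve as 2 of the 3 controls of long-term ALX1FV, while the columns named for long-term ALX1FV ALX4- libraries were left out of every test. As a check of the names, each of these 68 columns was set against the peak lists of all libraries of its arm over 20000 peaks. The best match was a library of the same group for 68 and the same library for 59. The other 9 are all the acute ALX1FV columns, where at each time number 1 matched library 2, 2 matched 3 and 3 matched 1. The columns were kept as named; which clone a number stands for is therefore in doubt in that series, while groups and blocks hold the same libraries either way. The 2 columns in doubt matched their own ALX1FV DMSO library best (r = 0.54 and 0.531, against 0.34 and 0.319 for the best library of another group). No replicates were duplicates: the chi-square per degree of freedom between replicates ran from 2.04 to 17.7.

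Depth was 24664412 to 87034977 counts in peaks per library, and 100677 to 184863 peaks were called per library. It was 44436408 to 87034977 counts in acute TWIST1FV libraries, 34215485 to 39026713 in acute ALX1FV, 27350270 to 33719792 in acute ALX1FV ALX4-, 24664412 to 43060900 in acute MSX1FNV and 28194951 to 36245734 in acute PRRX1FV. Long-term libraries held 36320607 to 56218890 counts in TWIST1FV, 35513550 to 62148503 in ALX1FV, 33857949 to 51763203 in MSX1FNV, 24725124 to 55239928 in PRRX1FV and 34570832 to 58785126 in WT. Levels are printed as CPM, counts scaled to a common library size, after TMM scaling, as mean ± SD over libraries.

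The main test was the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3, package data.table at version 1.17.8) with the filterByExpr filter, TMM scaling and Benjamini-Hochberg adjustment over all tested peaks at 0.05, and it was two-sided. The acute libraries of a genotype were fitted together, so that the 3 times share an estimate of spread; long-term libraries were fitted per genotype. Differences between the effects of 2 genotypes were interaction terms. Replicates of a genotype come from 1 or a few clones of a single line, so p-values measure the spread between these libraries. The sample groups, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. Added after that were the acute interactions with PRRX1FV in place of WT, the acute interactions between ALX1FV ALX4- and ALX1FV, the scaling on peaks near gene ends, the gene lists in the ALX4 knockout, the tests of the TWIST1-dependent peak set in other genotypes, the set tests with the replicate block, the gene lists in long-term TWIST1FV libraries without each replicate, the long-term TWIST1FV calls measured in libraries left out, the comparisons of peak calls, and the peaks followed through every comparison.

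Peaks were assigned to the nearest of 19962 protein-coding genes of the GRCh38.p14 gene table, the same assembly as hg38, within 100 kb; the table gives no strand, so distances run to the gene body, where the plan had named start sites. Of all merged peaks, 93207 lay inside a gene, 20958 within 1 kb of either gene end, 58997 outside genes within 100 kb and 39989 farther away. Coordinates are 1-based on hg38. Exons and introns were not separated. Named peaks were chosen per comparison against 0 h or DMSO: the 10 largest falls and 10 largest rises by log2 fold change, among peaks past the threshold with a mean above the median peak and complete separation of control and depleted libraries, with 1 peak per gene. Members of the gene lists and the loci of TWIST1, ALX1, ALX4, MSX1 and PRRX1 could be named as well. The text takes names from the top of each ranking; some genes that the rule allows are not reported here. The use of this rule in the ALX4 knockout and in blocked fits, the list genes singled out for having the most changed peaks, and the peaks followed across comparisons were chosen after their values were seen.

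The 15 gene lists hold 286 genes, of which 285 were in the gene table and 280 had a peak. They cover cranial neural crest and mesenchyme transcription factors; TWIST1 E-protein partners and ID antagonists; BMP, WNT, FGF and retinoid signalling; extracellular matrix and adhesion; cartilage, bone and tendon; craniofacial and limb disorder genes; proliferation; AP-1 and stress; and markers of 7 other cell types. These are pluripotent cells, neural cells, melanocytes and Schwann cell precursors, epithelium, smooth muscle, endothelium and blood, and endoderm and trophoblast. They were tested with camera of limma on log2 CPM with a preset correlation of 0.01 and with an estimated correlation, 240 tests per distance over 16 comparisons. Shares of changed peaks by place were tested with Fisher's exact test, whose smallest printed p is 1e-300. Scores per library were compared with exact two-sided permutation tests, of which 3 libraries against 3 cannot give less than 0.1 and 2 against 2 not less than 0.333.

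Replicate numbers were checked for pairing by the correlation of same-numbered libraries' deviations from their group means. The numbers pair the libraries in the acute ALX1FV, ALX1FV ALX4- and PRRX1FV series, where per the labels each number is its own clone. With 3 pairs, every correlation was over 0.1 in long-term ALX1FV (0.3 to 0.38), PRRX1FV (0.28 to 0.49), MSX1FNV (0.13 to 0.28) and WT libraries (0.26 to 0.41). The TWIST1FV libraries, which come from 1 clone, and the acute MSX1FNV libraries were not treated as paired. In these acute series there are 2 pairs, and 3 were required to judge pairing by correlation. Same-numbered libraries nevertheless correlated at 0.41 to 0.5 in acute TWIST1FV and 0.19 to 0.23 in acute MSX1FNV. In long-term TWIST1FV the values were 0.07 to 0.11. Where the numbers pair the libraries, the value with the replicate number as a block stands beside a result it changes.

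Alternatives were DESeq2 1.42.0, DESeq2 size factors within edgeR, TMM factors from peaks near gene ends, no filter on low counts, 1 fit over all genotypes of an arm, the replicate block, leaving out each replicate, an adjusted p of 0.01, a gene distance of 20 kb and a −log10 q of at least 5 for peak calls. For the other splits of the samples, 20000 peaks were drawn. Overlaps of peaks used bedtools 2.31.1; Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 served the rest. The acute TWIST1FV and ALX1FV ALX4- comparisons, whose times share controls, were set against simulated unchanged groups. This was not done for the acute ALX1FV, MSX1FNV and PRRX1FV comparisons.

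The fits were tested on simulated data of 30000 peaks with 100 changed at each size. At a log2 change of 1, 7% were recovered with the noise of TWIST1FV at 3 h, 15% of long-term TWIST1FV, 20% of ALX1FV at 3 h and 33% of PRRX1FV at 3 h. At 0.58 the shares were 0%, 3%, 5% and 14%. In TWIST1FV cells a larger share of peaks was called than was changed here, which makes the adjustment less strict, so recovery there may be higher. False calls numbered 0, 0, 1 and 5 of 29800 unchanged peaks. A simulated set of 300 peaks shifted by -0.3 in long-term ALX1FV libraries gave a camera p of 9.15e-14 with the preset and 0.00012 with the estimated correlation, and an unshifted set 0.884 and 0.803. With 1 set of each kind, the rate of false calls by camera was not measured. In the same libraries the 26443 peaks lower 3 h after TWIST1 depletion had an estimated correlation of 0.143, above the preset of 0.01. Motifs were not analysed here, since no genome sequence was used. Acute WT libraries and long-term ALX1FV ALX4- libraries were compared through their peak lists alone.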

Results

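Chromatin accessibility was profiled by ATAC-seq in human cranial neural crest cells, the embryonic cells that build most of the face and anterior skull. The cells had undergone treatment or knockout aimed at transcription factors of that lineage. TWIST1FV, ALX1FV, MSX1FNV and PRRX1FV cells carry a tag through which dTAGV-1 triggers degradation of the named protein, ALX1FV ALX4- cells also lack ALX4, and WT cells carry no tag. Libraries taken after 0, 3 or 24 h of dTAGV-1 numbered 2 per time point in TWIST1FV, MSX1FNV, PRRX1FV and WT cells and 3 per time point in ALX1FV and ALX1FV ALX4- cells. Long-term dTAGV-1 and DMSO groups held 3 libraries each. The 78 libraries form 30 groups, and depth ran from 24664412 to 87034977 counts in peaks per library. Fold changes are log2 values from edgeR's quasi-likelihood test. The value in parentheses is an approximate SE, since that test gives none itself. The p-values are Benjamini-Hochberg adjusted unless described otherwise. Levels are counts scaled to a common library size (CPM, mean ± SD), and a peak is named after its nearest gene within 100 kb. Protein levels were not analysed here, and accessibility does not itself show that a protein was degraded or lost.

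The comparison of 3 h with 0 h in TWIST1FV cells asked which sites need TWIST1, a basic helix-loop-helix factor of cranial mesenchyme, for their accessibility. Sites inside or near ESRRG, CD55, PLXNA4 and KAZN lost most of their signal within that time. The peak inside PLXNA4, a semaphorin receptor gene (chromosome 7, 132373798 to 132374298), dropped from 55.3 ± 0.116 to 2.3 ± 0.0415 CPM (n = 2 each; log2 change -4.61 (0.11), adjusted p = 0.000184). A peak 32961 bp from CD55, which encodes a complement regulator (chromosome 1, 207393677 to 207394177), dropped from 12.2 ± 2.23 to 0.513 ± 0.12 CPM (-4.64 (0.35), adjusted p = 0.000639). Inside ESRRG, an orphan nuclear receptor gene (chromosome 1, 217123433 to 217123933), the change was -4.65 (0.3), and inside KAZN (chromosome 1, 14536120 to 14536620) it was -4.53 (0.38). Rises were smaller. A peak 68263 bp from DUSP6, which encodes a phosphatase that dampens FGF signalling through ERK (chromosome 12, 89278722 to 89279222), went from 0.306 ± 0.0676 to 3.01 ± 1.64 CPM (3.41 (0.57), adjusted p = 0.00829). A peak inside PARD3B, a cell polarity gene (chromosome 2, 205510268 to 205510768), rose from 1.47 ± 0.271 to 13.3 ± 0.0129 CPM (3.2 (0.19)).

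The loci of the other factors of the study were among those that changed at 3 h. Near ALX4, a homeobox gene of the frontonasal skeleton, 5 of 37 peaks fell and 1 rose. The peak 51697 bp from ALX4 (chromosome 11, 44361586 to 44362086) went from 21.8 ± 0.527 to 4.47 ± 0.43 CPM (-2.30 (0.15), adjusted p = 0.000481). At MSX1 4 of 19 peaks fell and 1 rose, and a peak 73972 bp away (chromosome 4, 4937658 to 4938158) dropped from 5.13 ± 1.06 to 0.426 ± 0.128 CPM (-3.66 (0.32), adjusted p = 0.000899). At PRRX1 3 of 27 peaks fell and 2 rose, with a change of -2.54 (0.33) for a peak 16417 bp away (chromosome 1, 170755439 to 170756238; adjusted p = 0.0032). At ALX1 2 of 11 peaks fell, the stronger with a change of -1.36 (0.34; adjusted p = 0.0362), which did not pass without replicate 1 or with DESeq2. A single peak of 14 near TWIST1 itself rose, and it did not pass without replicate 2.

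In the gene groups given here more peaks fell than rose at 3 h, as across the genome, and none stood apart from other peaks by the camera set test. That test compares average changes, and the shares of called peaks were not compared between the groups. Of 33 extracellular matrix and adhesion genes, 20 had lower peaks alone, 2 higher peaks alone, 8 both and 3 neither; 110 of 597 peaks fell and 12 rose (117 and 20 adjusted over the list alone; median change -0.02, camera adjusted p = 0.887). At COL6A3, a collagen gene, 9 of 20 peaks fell, and one 32621 bp away went from 24.3 ± 0.512 to 8.53 ± 0.503 CPM. Of 44 BMP, WNT, FGF and retinoid signalling genes, 17 had lower peaks alone, 4 higher alone, 19 both and 4 neither; 155 of 1023 peaks fell and 35 rose (161 and 48 adjusted over the list alone; median 0.01, mean -0.19, adjusted p = 0.887). At LEF1, a transcriptional effector of WNT signalling, 8 of 22 peaks fell, and the one at chromosome 4, 108043498 to 108043998, dropped from 35.3 ± 0.605 to 4.87 ± 0.352 CPM. At BMP7, a bone morphogenetic protein gene, 9 of 50 fell and 1 rose. Of 45 cranial neural crest and mesenchyme transcription factors, 11 had lower peaks alone, 2 higher alone, 24 both and 8 neither; 136 of 1129 peaks fell and 40 rose (136 and 40 adjusted over the list alone; median 0.09, mean -0.11, adjusted p = 0.959). At ETS1 17 of 55 peaks fell and none rose, with a change of -2.70 (0.16) at chromosome 11, 128370898 to 128371398. Cartilage, bone and tendon genes had 74 lower and 10 higher peaks of 417 (76 and 14 adjusted over the list alone; adjusted p = 0.904); at RUNX2, the master regulator of bone formation, 10 of 47 fell, one of them from 7.82 ± 0.642 to 1.23 ± 0.073 CPM (chromosome 6, 45613552 to 45614052). Genes of craniofacial and limb disorders had 100 lower and 28 higher peaks of 805 (105 and 29 adjusted over the list alone; adjusted p = 0.959), and 22 of these 32 genes are on another list too. Among E-proteins, the dimer partners of TWIST1, and the ID proteins that sequester them, 5 of 10 genes had lower peaks alone, 4 both and 1 neither, with 48 lower and 9 higher of 261 peaks (51 and 15 adjusted over the list alone; adjusted p = 0.959). At TCF4, an E-protein gene, 17 of 71 fell and 2 rose. AP-1 and stress genes had 4 lower and 3 higher of 123 peaks (3 and 1 adjusted over the list alone; adjusted p = 0.689), and proliferation genes 10 and 8 of 154 (8 and 6 adjusted over the list alone; adjusted p = 0.887).

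Across the genome 27382 of 211151 tested peaks fell and 5584 rose at 3 h. Of peaks more than 100 kb from a gene 18% fell, and of those within 1 kb of a gene end 2.4% (odds ratio of the latter against all other tested peaks 0.151, Fisher's exact p = 1e-300, the smallest printed). With a spread estimated over all acute genotypes in 1 fit, 38668 fell and 13233 rose. Each group holds 2 libraries of 1 clone. The replicate number was not used as a block here, though same-numbered libraries correlated at 0.5.

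At 24 h of TWIST1 depletion sites at PLXNA4, NXPE2, CHD7 and BAMBI were nearly closed, and more peaks were higher than at 3 h. The peak inside PLXNA4 reached 0.961 ± 0.00981 CPM (-5.89 (0.12), adjusted p = 5.77e-05), and a peak 46829 bp from NXPE2 (chromosome 11, 114860059 to 114861004) went from 15.9 ± 2.31 to 0.215 ± 0.0385 CPM (-6.43 (0.26), n = 2 each). A peak 23097 bp from CHD7, a chromatin remodeller gene mutated in CHARGE syndrome (chromosome 8, 60890739 to 60891511), dropped from 11.3 ± 1.38 to 0.27 ± 0.0686 CPM (-5.51 (0.32)), and one 56974 bp from BAMBI, a decoy receptor of BMP and TGF-beta signalling (chromosome 10, 28739656 to 28740156), from 5.98 ± 1.31 to 0.179 ± 0.0287 CPM (-5.31 (0.34)). The DUSP6 peak stood at 11.3 ± 6.21 CPM (5.33 (0.6), adjusted p = 0.00153). A peak inside RRM2, the gene of a ribonucleotide reductase subunit (chromosome 2, 10172371 to 10172871), rose from 0.684 ± 0.0244 to 12.6 ± 3.44 CPM (4.26 (0.3)), and one inside FOXP2 (chromosome 7, 114628358 to 114628858) from 0.106 ± 0.0416 to 8.35 ± 11.4 CPM, where the 2 treated libraries differed widely (6.77 (1.77), adjusted p = 0.0324). At ALX4 8 of 37 peaks fell.

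In 24 h 31925 of 211151 peaks fell and 17589 rose. Extracellular matrix and adhesion genes had 125 lower and 49 higher of 597 peaks (134 and 55 adjusted over the list alone), signalling genes 189 and 82 of 1023 (196 and 88 adjusted over the list alone) and neural crest factors 165 and 85 of 1129 (164 and 83 adjusted over the list alone); camera adjusted p was 0.887, 0.887 and 0.959. At ETS1 20 of 55 peaks fell and 4 rose, and the peak inside it at chromosome 11, 128502663 to 128503977, went from 56 ± 6 to 5.98 ± 1.42 CPM (-3.23 (0.2)). Of the peaks called at 3 h, 24209 lower and 4107 higher ones were called alike at 24 h, where independent lists of these sizes would share 4140 and 465.2. Both times share the 0 h libraries. Unchanged groups simulated against those controls, over 29817 peaks, had 3 and 2 lower and 1 and 2 higher calls and shared 0 lower and 1 higher call, too few to measure an overlap. Across peaks the 2 sets of changes had a covariance of 0.86 against 0.081 in the simulation (Pearson's r 0.884 against 0.49). With 2 controls no split was possible, so part of the excess may come from them.

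Long-term depletion of TWIST1 emptied sites near ALX4, BMP7, PAX7 and SOX9 and opened sites near FOXD3 and EDNRB. At BMP7 25 of 49 peaks fell and none rose, and the peak 34574 bp away (chromosome 20, 57133656 to 57134702) went from 28.4 ± 4.1 to 1.1 ± 0.487 CPM (n = 3 each; -4.71 (0.29), adjusted p = 1.33e-05). At PAX7, an early neural crest factor gene, 25 of 40 fell and 2 rose, with a drop from 27.8 ± 1.6 to 3.68 ± 0.178 CPM at chromosome 1, 18736815 to 18737315. A peak 9505 bp from SOX9, a regulator of neural crest and cartilage (chromosome 17, 72111265 to 72111765), went from 22.2 ± 2.49 to 1.95 ± 0.527 CPM (-3.53 (0.21)). At FOXD3, a factor of early neural crest and pluripotent cells, 14 of 16 peaks rose and none fell; the one within 1 kb of the gene end (chromosome 1, 63322233 to 63322982) rose from 8.55 ± 0.481 to 32.7 ± 0.944 CPM (1.94 (0.11), adjusted p = 9.12e-06).

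The largest single changes lay elsewhere. A peak 36055 bp from TGM3, a transglutaminase gene (chromosome 20, 2259696 to 2260196), dropped from 30.8 ± 2.82 to 0.337 ± 0.0857 CPM (-6.66 (0.2), adjusted p = 4.99e-06), and another peak inside PLXNA4 (chromosome 7, 132160591 to 132161297) from 29.6 ± 4.41 to 0.394 ± 0.0965 CPM (-6.37 (0.22)). A peak 18917 bp from GRIN2A, an NMDA receptor gene (chromosome 16, 9734237 to 9734737), rose from 0.128 ± 0.0346 to 13.6 ± 6.73 CPM (7.26 (0.48), adjusted p = 1.76e-05), and one 5235 bp from TP63, a master gene of epithelia (chromosome 3, 189902261 to 189902761), from 0.201 ± 0.0929 to 11.7 ± 10.6 CPM (6.26 (0.76)). Among the factors' own loci, 22 of 37 ALX4 peaks fell and none rose, 11 of 19 MSX1 peaks fell and none rose, and 10 of 25 PRRX1 peaks fell while 3 rose. At ALX1 4 of 11 peaks rose and none fell, led by one 7644 bp away that went from 0.411 ± 0.175 to 3.67 ± 1.34 CPM (3.32 (0.41)). At TWIST1 1 of 14 peaks fell and 1 rose; the fall (-0.65 (0.2)) did not pass without replicate 1 or replicate 2.

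**Figure D1:**
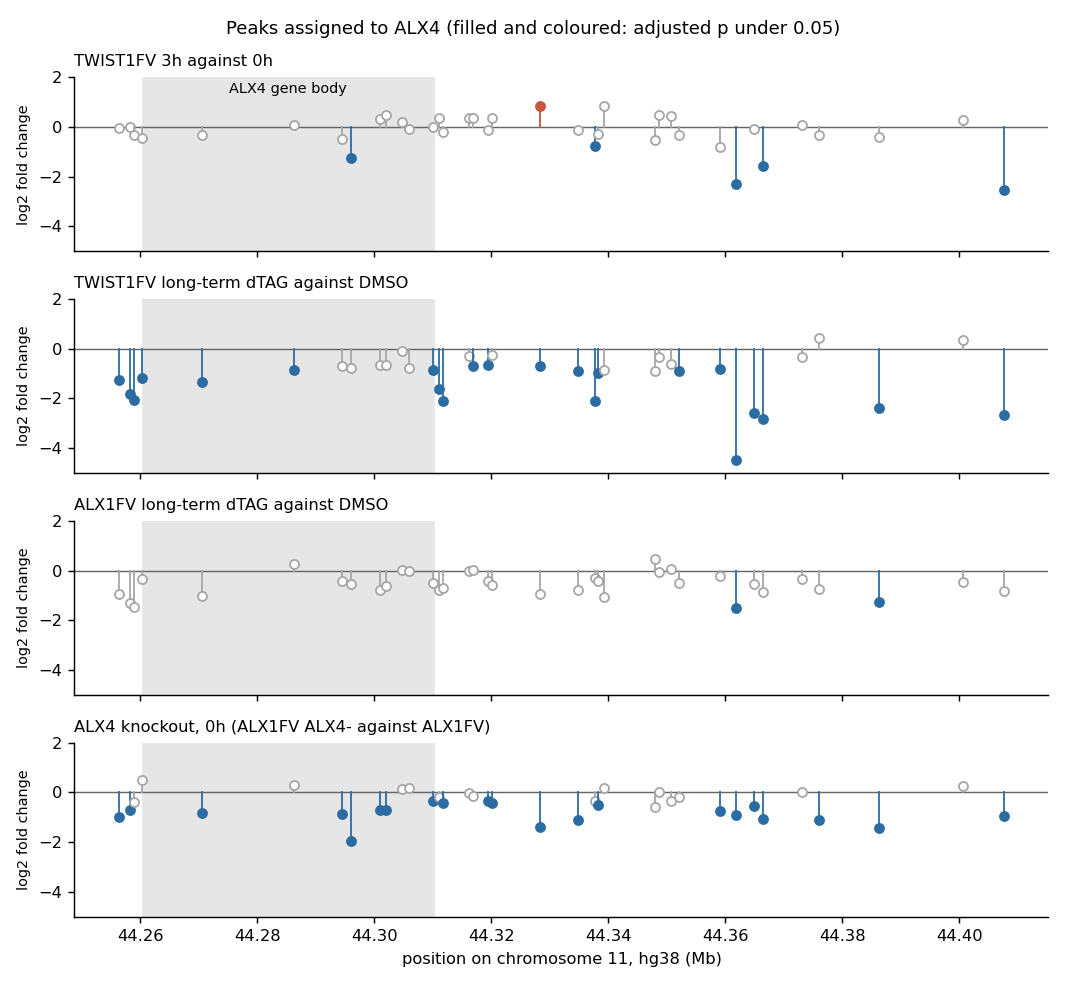
Log2 fold change of each tested peak against position on chromosome 11 (Mb) around ALX4, whose gene body is shaded, in 4 comparisons; filled points had an adjusted p under 0.05 and open points did not. Of 37 peaks assigned to ALX4, 5 fell 3 h after TWIST1 depletion and 22 after long-term depletion, while 2 fell after long-term ALX1 depletion and 21 were lower in cells lacking ALX4.

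Markers of melanocytes and Schwann cell precursors, glial and pigment derivatives of the neural crest, were the single list called by camera in the 240 tests, after long-term TWIST1 depletion, with more peaks higher than lower. Of its 13 genes with a peak, 7 had higher peaks alone, 5 both and 1 neither; 62 of 123 peaks rose and 15 fell (63 and 16 adjusted over the list alone; median 0.57, mean 0.81, adjusted p = 0.00785). The call was lost with an estimated correlation (p = 0.109, adjusted p = 0.908 with an estimated correlation) and at a gene distance of 20 kb (adjusted p = 0.0988). Of the 3 dTAGV-1 libraries replicate 3 stood apart (chi-square per degree of freedom 17.7 and 12.9 against the others, 2.79 between those). Without replicate 3 the list had 64 higher and 15 lower peaks (camera adjusted p = 0.00929; adjusted p = 0.91 with an estimated correlation). Without replicate 1 it had fewer, 48 higher and 8 lower (adjusted p = 0.00463; 0.908 with an estimated correlation). Without replicate 2 it had 41 higher and 7 lower (adjusted p = 0.0127; 0.92 with an estimated correlation). FOXD3, with 14 of the rises, and SOX10 are also on the neural crest factor list. At EDNRB, an endothelin receptor gene, 11 of 22 peaks rose and 5 fell, and one at chromosome 13, 78020835 to 78021335, rose from 3.67 ± 0.657 to 30.3 ± 5.82 CPM (3.06 (0.19)). A peak inside ERBB3, the neuregulin receptor gene of Schwann cell precursors, rose from 3.91 ± 0.556 to 25 ± 5.4 CPM. At MITF, the master regulator of melanocytes, 19 of 41 peaks rose and 6 fell. Neural progenitor and neuron genes had 83 higher and 52 lower of 334 peaks (83 and 52 adjusted over the list alone; camera adjusted p = 0.887), and pluripotency genes 36 and 19 of 135 (36 and 19 adjusted over the list alone; adjusted p = 0.887). Epithelial and surface ectoderm genes had 28 each way of 121 (28 each way adjusted over the list alone; adjusted p = 0.959). Endothelial and blood genes had 26 higher and 24 lower of 160 (24 and 23 adjusted over the list alone; adjusted p = 0.959), and endoderm and trophoblast genes 18 and 9 of 109 (17 and 8 adjusted over the list alone; adjusted p = 0.944). Smooth muscle and myofibroblast genes had 6 higher and 10 lower of 74 (3 and 7 adjusted over the list alone; adjusted p = 0.887). Without replicate 2 these counts fell to 53 higher and 27 lower for neural and 24 and 11 for pluripotency genes. They were 19 and 15 for epithelial genes, 15 and 12 for endothelial and blood genes and 11 and 5 for endoderm and trophoblast genes. Smooth muscle genes had 0 higher and 4 lower. Without replicate 3 each of these counts was above that with all libraries.

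Neural crest factors as a list had 288 lower and 162 higher of 1097 peaks after long-term depletion (288 and 162 adjusted over the list alone), signalling genes 261 and 195 of 1010 (267 and 201 adjusted over the list alone) and extracellular matrix and adhesion genes 187 and 119 of 576 (200 and 128 adjusted over the list alone), each with a camera adjusted p of 0.887. Over all 205057 tested peaks 41906 fell and 41060 rose. Without replicate 2 of both groups 25446 fell and 27075 rose, and without replicate 3 44930 and 47110. In the 3 lists, in the order above, 172, 152 and 112 fell and 103, 126 and 85 rose without replicate 2. Without replicate 3, 345, 278 and 192 fell and 196, 227 and 126 rose. The dTAGV-1 libraries had 175425 ± 14674 called peaks and the DMSO libraries 150868 ± 4211 (n = 3 each; exact permutation p = 0.1, the smallest possible).

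The long-term calls of TWIST1FV cells were set beside the acute ones. The arms have different controls, 0 h and DMSO, so they do not form 1 time course. For example, the ALX4 peak 51697 bp away stood at 21.8 ± 0.527 CPM at 0 h and at 6.73 ± 1.57 in DMSO, each scaled within its arm. How far this affects the shares below was not tested. Of 41902 peaks that were lower in the long term and tested in both arms, 43.9% had fallen by 3 h, 50.7% by 24 h and 46.3% at neither time. Of 39583 higher peaks 4.7% had risen by 3 h, 21.7% by 24 h and 77.6% at neither time. The long-term and 3 h comparisons share no libraries. They had 18400 lower peaks in common against 5090.4 for independent lists, 1841 higher peaks against 1075.3, 413 peaks that fell at 3 h and were higher in the long term, and 584 that rose at 3 h and were lower in the long term. The difference between falls and rises in these shares was not tested.

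**Figure D2:**
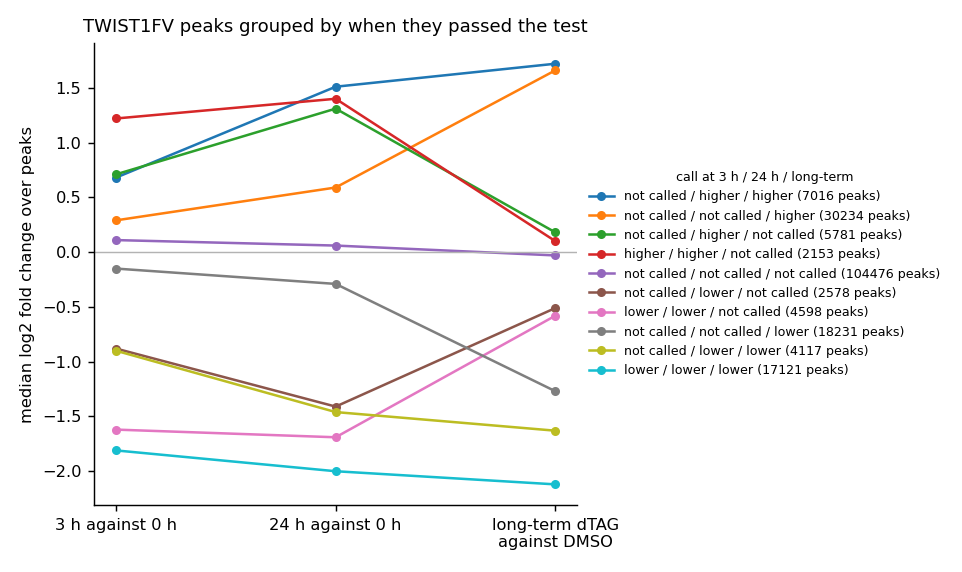
Median log2 fold change (y axis) at 3 h, 24 h and in the long term (x axis) of TWIST1FV peaks grouped by the comparisons in which they were called, for groups of 2000 peaks or more; the grouping by calls itself sets these medians apart. Peaks higher in the long term alone had medians of 0.29, 0.59 and 1.66 at the 3 times, and peaks lower throughout had medians of -1.81, -2.00 and -2.12. The long-term values are against DMSO and the others against 0 h.

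The effect of the compound itself was set against cells in which another or no protein is tagged. The long-term effect in TWIST1FV cells differed from that in WT cells at 52905 of 211895 peaks, 29898 lower and 23007 higher (interaction term of edgeR). Without replicate 1 of the groups 27942 peaks differed and without replicate 2 25175. The 3 h effect differed from that in PRRX1FV cells at 26825 peaks (24336 lower, 2489 higher) and the 24 h effect at 33525 (25597 lower, 7928 higher). Without replicate 1 or replicate 2 there were 16904 and 12407 differences at 3 h, and 21606 and 16907 at 24 h. The acute effects were not tested against WT cells.

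**Figure D3:**
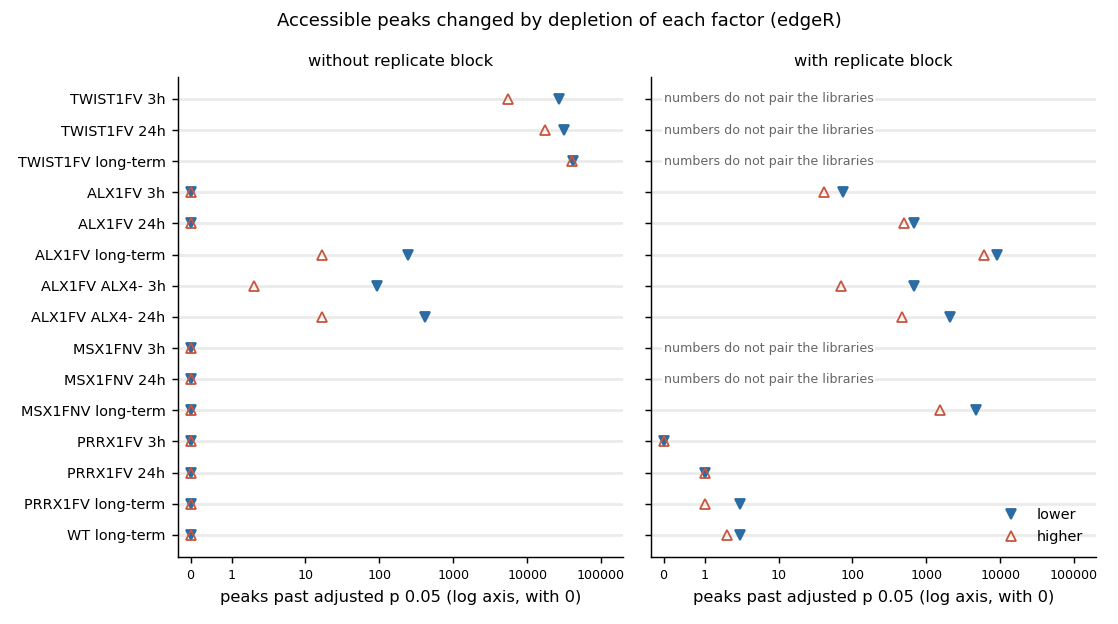
Number of peaks lower and higher (log axis that includes 0) in each comparison at an adjusted p under 0.05, without the replicate block on the left and with it on the right. The right panel leaves out comparisons whose libraries were not treated as paired. Depletion of TWIST1 changed 32966, 49514 and 82966 peaks at 3 h, 24 h and in the long term, and acute depletion of ALX1 0 without the block.

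After depletion of ALX1, a homeobox factor of the frontonasal region, few sites were called as changed within 24 h. With the clone as a block, which its replicate numbers mark, a peak inside P4HA3, a collagen prolyl hydroxylase gene (chromosome 11, 74284154 to 74284945), fell by 1.14 (0.19) on the log2 scale at 3 h (adjusted p = 0.000192; -1.32 to -0.62 across the 3 clones) and by 1.25 at 24 h (adjusted p = 1.14e-05; -1.8 to -0.25). A peak 17187 bp from PAX3, a paired-box gene of the neural crest (chromosome 2, 222182450 to 222182950), changed by -0.93 at 3 h (adjusted p = 0.00566), and one inside ACVRL1, a receptor of BMP9 (chromosome 12, 51914372 to 51914872), by -0.96 at 24 h (adjusted p = 9.68e-05). The strongest rise was near CPB1 at both times (1.23 and 1.29, with 0.43 to 2.1 and 0.49 to 2.01 across the clones). Both times are measured against the same 0 h libraries, so agreement between them is partly built in. How much was not simulated for ALX1FV cells. In all 75 peaks fell and 41 rose at 3 h with the block, and 679 and 495 at 24 h. Without the block 0 of 201616 passed at either time with edgeR and 0 with DESeq2, where 3678 and 5290 had an unadjusted p under 0.05. The clones differed strongly: the P4HA3 peak stood at 4.26 ± 4.7 CPM in the 0 h libraries (n = 3).

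In cells that also lacked ALX4, depletion of ALX1 lowered sites near DCAF4L2, PAX3, CREB5 and YAP1 within 3 h. A peak 22828 bp from DCAF4L2 (chromosome 8, 87847495 to 87848344) went from 3.98 ± 0.806 to 1.16 ± 0.382 CPM at 3 h (n = 3 each; -1.83 (0.25), adjusted p = 0.00172) and 0.898 ± 0.302 at 24 h (-2.22 (0.26), adjusted p = 7.98e-05). A peak inside PAX3 (chromosome 2, 222272367 to 222273090) went from 7.67 ± 1.38 to 3.48 ± 0.8 CPM at 3 h (-1.15 (0.17), adjusted p = 0.00398) and 3.42 ± 0.46 at 24 h. The peak inside CREB5 (chromosome 7, 28591942 to 28592876) changed by -1.21 (0.18) at 3 h, and that inside YAP1, the effector of the Hippo pathway (chromosome 11, 102151739 to 102152554), by -1.08 (0.16). At 24 h a peak 25129 bp from OTX2, a homeobox gene of the anterior head (chromosome 14, 56774526 to 56775026), was also lower (-1.41 (0.27), adjusted p = 0.0124). A peak inside BMP7 (chromosome 20, 57244614 to 57245114) went from 10.4 ± 1.02 to 5.36 ± 0.245 CPM by 24 h (-0.97 (0.13)), and one near ALX4 (chromosome 11, 44364690 to 44365190) from 37.7 ± 2.46 to 23.5 ± 0.918 (-0.68). The few rises were led by FBN3, a fibrillin gene (0.93 (0.17) at 3 h), and QRFPR, a neuropeptide receptor gene (1.08 (0.18) at 24 h).

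In total 93 peaks fell and 2 rose at 3 h, and 415 and 17 at 24 h. Neural crest factors had 5 lower of 1085 peaks at 24 h (8 adjusted over the list alone, 19 with the block) and signalling genes 5 of 1001 (7 adjusted over the list alone, 20 with the block). With the clone as a block 678 fell and 71 rose at 3 h, and 2117 and 476 at 24 h. At 3 h 42 calls were left without replicate 1 and 0 without replicate 2 or 3 (11367 peaks had an unadjusted p under 0.05 in the full test and DESeq2 called 218); at 24 h 230, 25 and 25 were left. Both times share their controls: 74 peaks were lower at both (0.2 for independent lists), and part of this excess may come from the controls, since unchanged groups simulated over 29602 peaks had 0 calls to share. The covariance of the changes was 0.057 against 0.041 in that simulation. The effect of ALX1 depletion differed between ALX1FV ALX4- and ALX1FV cells at 0 peaks at 3 h and 0 at 24 h by edgeR, with 5521 and 6413 of 206767 at an unadjusted p under 0.05, and DESeq2 called 0 and 12. With clones as blocks 132 and 354 peaks differed, of which 130 and 348 were lower in the ALX1FV ALX4- cells.

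Before any depletion, ALX1FV ALX4- cells differed from ALX1FV cells widely. Near ALX4 itself 21 of 37 peaks were lower and none higher, with 9.85 ± 1.26 against 18.4 ± 1.01 CPM at the peak 51697 bp away (n = 3 each; -0.90 (0.12), adjusted p = 4.57e-06); no ALX4 peak was lost, so the knockout is not checked by these values. Peaks inside PDK1, a kinase gene of pyruvate metabolism (chromosome 2, 172578828 to 172579328; 3.83 (0.44)), and COL4A2, a basement membrane collagen gene (chromosome 13, 110390438 to 110390938; 3.48 (0.4), adjusted p = 1.07e-06), were higher, and one inside WDHD1 (chromosome 14, 54982387 to 54983230) was lower (-3.37 (0.35), adjusted p = 2.44e-07). The strongest difference, near ZIM2 (-6.27 (1.51)), varied widely among ALX1FV clones (11.3 ± 9.8 CPM) and did not pass without replicate 2 or 3. At PRRX1 10 of 26 peaks were higher and 3 lower, and at MSX1 3 of 19 were lower and 1 was higher, at 5.97 ± 0.334 against 1.05 ± 0.385 CPM (2.57 (0.27)). Neural progenitor and neuron genes had 62 lower and 22 higher of 328 peaks (62 and 23 adjusted over the list alone; camera adjusted p = 0.332, and at a gene distance of 20 kb 0.0302, or adjusted p = 0.0793 with an estimated correlation). Smooth muscle genes had 4 lower and 16 higher of 75 (4 and 16 adjusted over the list alone; adjusted p = 0.24).

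Of 206767 peaks 25519 were lower and 22968 higher in the ALX1FV ALX4- cells. Of those within 1 kb of a gene end 28.7% were lower (odds ratio 3.44, Fisher's exact p = 1e-300) and 7.5% higher (odds ratio 0.621). With scaling on these peaks 23.8% were lower (odds ratio 3.64) and 18.3% higher (odds ratio 1.18), so the excess of lower peaks there stayed and the shortage of higher ones did not. That scaling moved the median of all peaks from 0.042 to 0.162 and gave 19649 lower and 33457 higher peaks, so the lower share of the calls went from 52.6% to 37%. Without replicate 2 27317 peaks differed and without replicate 3 28988. Each genotype has 3 clones, whose differences enter the spread of this test, and no clone was seen with and without ALX4. The acute libraries of all times share that spread without a block, so libraries of 1 clone count as independent. Same-numbered libraries correlated at 0.31 to 0.43 in ALX1FV and 0.08 to 0.14 in ALX1FV ALX4- cells. The p-values here may therefore be too small and the counts too high.

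Long-term depletion of ALX1 lowered sites near CACNG4, PPARGC1A, DCAF4L2 and ACVRL1. The peak inside ACVRL1 went from 10.9 ± 3.13 to 2.61 ± 0.442 CPM (n = 3 each; -2.08 (0.23), adjusted p = 0.0162). A peak 32222 bp from CACNG4, a regulatory subunit gene of AMPA receptors (chromosome 17, 66932235 to 66932735), went from 2.07 ± 0.454 to 0.406 ± 0.202 (-2.47 (0.35)), and one 38833 bp from PPARGC1A, a coactivator of mitochondrial biogenesis (chromosome 4, 23752938 to 23753438), from 2.7 ± 0.648 to 0.552 ± 0.231 (-2.37 (0.33)). A further peak near DCAF4L2 (chromosome 8, 87846734 to 87847234) went from 7.96 ± 2.24 to 1.78 ± 0.828 CPM (-2.20 (0.31)). At ALX4 2 of 37 peaks fell, the one 51697 bp away from 8.46 ± 0.771 to 3.02 ± 1.04 (-1.50 (0.23), adjusted p = 0.0294). A peak 71176 bp from GADD45A, a stress response gene (chromosome 1, 67613775 to 67614275), rose from 2.15 ± 0.234 to 5.22 ± 0.27 CPM (1.3 (0.2)).

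Altogether 244 of 201892 peaks fell and 17 rose after long-term ALX1 depletion, 2 of the falls within 1 kb of a gene end (odds ratio 0.0718, Fisher's exact p = 2.35e-09). Disorder genes had 4 lower of 782 peaks (15 adjusted over the list alone, 67 with the block) and neural crest factors 3 of 1095 (5 adjusted over the list alone, 77 with the block). Of its 3 DMSO columns 2 recur under other names in other tables. With the replicate block 8990 fell and 5988 rose, while DESeq2 called 2108 peaks and scaling on peaks near gene ends 48. Without replicate 1 or 3 edgeR called 0 peaks and without replicate 2 30, against 18495 with an unadjusted p under 0.05 in the full test. The effect differed from that in WT cells at 73 peaks, all lower (7356 with the block, 826 with DESeq2, 0 without any 1 replicate; 13061 had an unadjusted p under 0.05).

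Depletion of MSX1, a homeobox factor downstream of BMP signalling, changed no peak at an adjusted p under 0.05 by edgeR without a block, while DESeq2 called peaks in the long term. With the replicate block the long-term comparison had the P4HA3 peak fall from 3.47 ± 1.94 to 0.766 ± 0.277 CPM (n = 3 each; -2.17 (0.22), adjusted p = 2.53e-07), lower in 3 of 3 pairs (-2.45 to -1.7). The PPARGC1A peak changed by -1.97 (0.24), the ACVRL1 peak by -1.89 (0.21), the DCAF4L2 peak by -1.80 (0.2) and one inside EPHA4, an ephrin receptor gene (chromosome 2, 221434189 to 221434689), by -1.67 (0.26). A peak inside GRIA1, a glutamate receptor gene (chromosome 5, 153572651 to 153573151), rose from 0.978 ± 0.599 to 3.71 ± 1.5 CPM (2.00 (0.24)). In the long term 0 of 204634 passed by edgeR without the block, 18081 had an unadjusted p under 0.05, DESeq2 called 946, and with the block 4764 fell and 1552 rose. Against the WT effect 0 differed (11238 with an unadjusted p under 0.05, 87 with DESeq2, 2271 with the block). In the acute arm (n = 2) edgeR called 0 peaks at 3 h and 0 at 24 h, as did DESeq2, with 4513 and 6074 at an unadjusted p under 0.05.

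After depletion of PRRX1, a homeobox factor of limb and facial mesenchyme, few peaks were called. In the simulation with the noise of PRRX1FV at 3 h, 33% of log2 changes of 1 and 14% of 0.58 were recovered. Recovery was not simulated at 24 h or in the long term, so further changes may have been missed. With the replicate block a peak 21914 bp from ID3, a target of BMP signalling (chromosome 1, 23581165 to 23581665), went from 8.32 ± 0.312 to 5.13 ± 0.872 CPM in the long term (n = 3 each; -0.70 (0.12), adjusted p = 0.0215). Peaks near RHBDF1 and CRISPLD2 changed by -0.49 and -0.47 and one inside ASTN2 by 0.87, and these 4 were the only long-term calls with the block. At 24 h the block gave 2 calls, among them a fall inside CTBP1, a corepressor gene (chromosome 4, 1215280 to 1215780; -0.77 (0.14), adjusted p = 0.0234). Without the block edgeR and DESeq2 called 0 peaks at 3 h, 24 h and in the long term, where 6744, 8117 and 2311 had an unadjusted p under 0.05. The long-term effect differed from that in WT cells at 0 peaks by edgeR and DESeq2 (2423 with an unadjusted p under 0.05).

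WT cells served as the control for the compound. With the replicate block long-term dTAGV-1 lowered a peak inside CAMTA1 by 0.84 (0.14) on the log2 scale, with changes of -0.60 inside DPYSL2 and -0.49 near MAN1C1 (adjusted p = 0.0414 each; n = 3 each); 3 peaks fell and 2 rose. Without it edgeR and DESeq2 called 0 of 201610 peaks, and 3942 had an unadjusted p under 0.05. In the peak lists, 1702 of 122089 peaks called in both WT libraries at 0 h were called in neither library at 3 h, and 929 in neither at 24 h. The like number in TWIST1FV cells was 14968 of 127074 at 3 h and 18239 at 24 h. These call counts carry no test. In long-term ALX1FV ALX4- libraries 190 of 89560 peaks called in all 3 DMSO libraries were called in none after dTAGV-1, and 474 were gained.

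The peaks near ALX4 and inside PAX3 were followed through all comparisons. The ALX4 peak at chromosome 11, 44361586, fell after TWIST1 depletion at 3 h (-2.30), 24 h (-2.36) and in the long term (-4.46), after long-term ALX1 depletion (-1.50), and in ALX1FV ALX4- cells at 24 h with the clone block (-0.52, adjusted p = 0.00337; 0.087 without it). Its values were 0.01 and -0.02 in ALX1FV cells at 3 and 24 h, -0.33 after long-term MSX1 depletion (adjusted p = 0.656), -0.01 after long-term PRRX1 depletion and 0.07 in WT cells. The PAX3 peak fell after TWIST1 depletion at 3 h from 26.1 ± 2.18 to 3.38 ± 0.849 CPM (-2.96 (0.24), n = 2 each) and after long-term ALX1 depletion from 7.01 ± 0.847 to 2.85 ± 0.687 (-1.31, adjusted p = 0.0352, n = 3 each). It was lower in ALX1FV ALX4- cells at 0 h (-1.33, adjusted p = 6.01e-06), and after long-term MSX1 depletion with the block (-0.71, adjusted p = 0.00615; 0.24 without it). In WT cells it changed by 0.25 (adjusted p = 1). In TWIST1FV cells the ACVRL1 and CACNG4 peaks rose at 3 h by 1.1 (adjusted p = 0.0179) and 2.61, the latter not without replicate 2, and changed by -1.08 and -0.05 in the long term (adjusted p = 0.268 and 0.945).

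**Figure D4:**
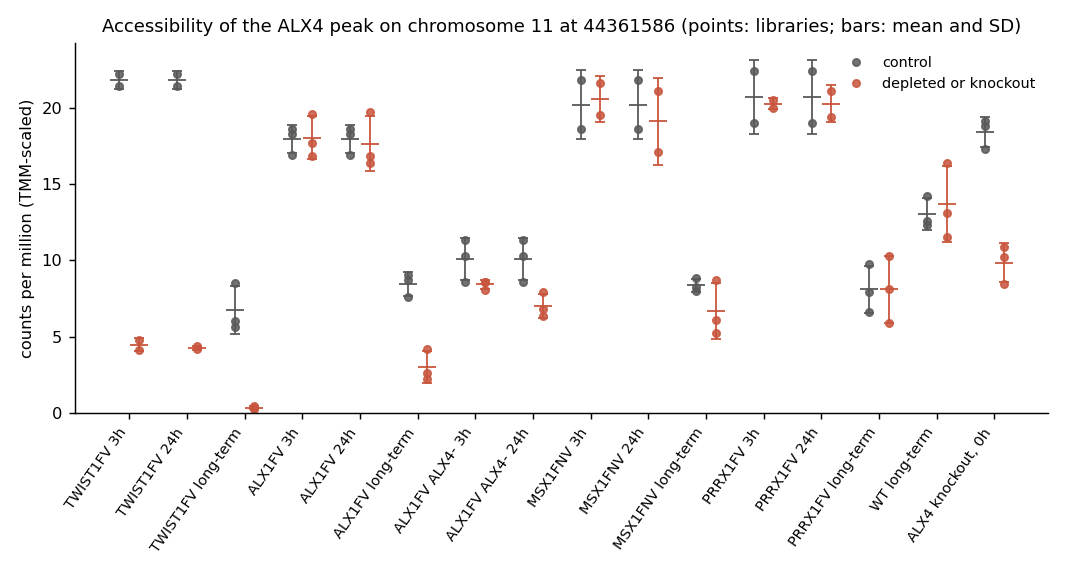
Accessibility (CPM after TMM scaling, y axis) of the ALX4 peak at chromosome 11, 44361586 to 44362086, in each library of the control and the depleted or knockout group of every comparison (x axis); bars give mean and SD. It drops from 21.8 to 4.47 CPM 3 h after TWIST1 depletion and stays at 18 CPM 3 h after ALX1 depletion.

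Falls in other genotypes were set against the TWIST1-dependent sites. Those after ALX1 depletion and after long-term MSX1 depletion shared more with them than independent lists would. With the block, 0 of 1 fall in PRRX1FV cells at 24 h was shared (chance 0.1). It was 0 of 3 after long-term PRRX1 depletion and 0 of 3 in long-term WT cells (chance 0.4 each), lists too short to judge. Of the 93 peaks that fell at 3 h in ALX1FV ALX4- cells, 82 (88.2%) were among those lower 3 h after TWIST1 depletion, where independent lists would share 12.5. At 24 h it was 323 of 415 (chance 55.8), and after long-term ALX1 depletion 137 of 244 (chance 32). Falls called with the block were set against the same TWIST1FV list, called without one: 49 of 75 and 353 of 679 were on it in ALX1FV cells at 3 h and 24 h (chance 10.2 and 92.2), 574 of 678 and 1458 of 2117 in ALX1FV ALX4- cells (chance 91.1 and 284.6), 5311 of 8988 after long-term ALX1 depletion (chance 1179.3) and 2139 of 4764 after long-term MSX1 depletion (chance 623.7). Long-term ALX1 and MSX1 depletion shared 2205 lower peaks with the block, 46.4% of the 4750 MSX1 calls among peaks tested in both (chance 213.6). Of 244 peaks lower after long-term ALX1 depletion, 182 were also lower in ALX1FV ALX4- cells at 0 h (chance 30). As a set, the peaks lower 3 h after TWIST1 depletion were shifted against matched peaks by -0.15 and -0.14 at 3 and 24 h in ALX1FV ALX4- cells (camera adjusted p = 2.06e-12 and 9.26e-11 of 24 tests; 0.0408 and 0.0445 with an estimated correlation). The shift was -0.34 after long-term ALX1 and -0.25 after long-term MSX1 depletion (adjusted p = 6.77e-17 and 7.14e-14; adjusted p = 0.218 each with an estimated correlation) and 0.12 in WT cells (8.98e-05; adjusted p = 0.335 with an estimated correlation), where the mean difference of the library scores went from 0.11 to 0.03 without replicate 1 and to 0.16 without replicate 3. In each of these 5 comparisons the library scores gave an exact permutation p of 0.1, the smallest possible for 3 against 3. In the same-numbered pairs the score was lower in 3 of 3 after long-term ALX1 depletion (-0.434 to -0.081) and in 3 of 3 after long-term MSX1 depletion (-0.285 to -0.161). In ALX1FV cells the shift was -0.04 at 3 h (adjusted p = 0.0874, and 0.0385 with the clone block, or adjusted p = 0.191 with an estimated correlation) and -0.04 at 24 h (0.0468; adjusted p = 0.154 with an estimated correlation). The scores fell in 3 of 3 clones at each time (-0.065 to -0.009 and -0.079 to -0.009), but both times are measured against the same 0 h libraries, here and in ALX1FV ALX4- cells, so their agreement is partly built in. The exact permutation p, which leaves the clones aside, was 0.3 at each, and the 24 h difference was -0.02 without replicate 3. The shift lay between -0.02 and 0.03 after acute MSX1 or PRRX1 depletion and at 0 after long-term PRRX1 depletion. In long-term PRRX1FV libraries the pairs went opposite ways, with the score lower in 1 of 3 (-0.164 to 0.09). The mean score difference there was 0.09 without replicate 1 and -0.04 without replicate 2 or 3. The peaks higher 3 h after TWIST1 depletion, which the 24 tests include as well, were shifted by 0.1 and 0.08 at 3 and 24 h in ALX1FV ALX4- cells (adjusted p = 3.9e-06 and 0.000288; 0.00988 and 0.0171 with an estimated correlation). In ALX1FV cells the shifts were 0.07 and 0.05 (adjusted p = 0.0246 and 0.0349; adjusted p = 0.335 each with an estimated correlation, and 0.0362 each with that and the clone block), the 24 h score difference being 0.03 without replicate 2, and in WT cells -0.08 (9.76e-05; adjusted p = 0.0843 with an estimated correlation). The other 7 had an adjusted p of 0.216 or more.

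**Figure D5:**
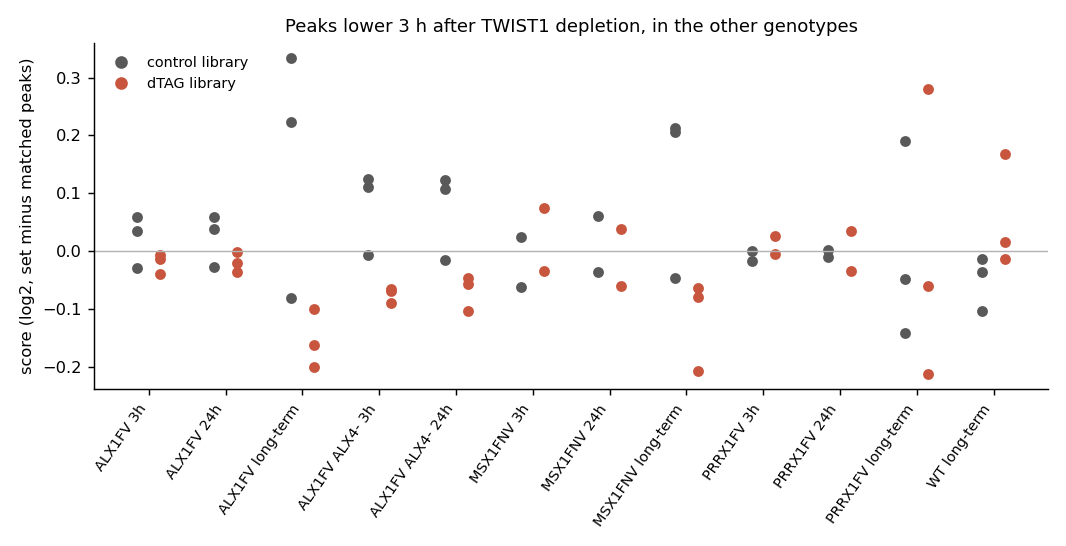
Score of each library (y axis, median log2 deviation of the peaks lower 3 h after TWIST1 depletion minus that of matched peaks) in the control and the dTAGV-1 group of 12 comparisons (x axis). After long-term ALX1 depletion the 3 dTAGV-1 libraries lie below the 3 DMSO libraries (-0.16 ± 0.05 against 0.16 ± 0.22). In WT cells replicate 1 rises from -0.104 to 0.167 and replicate 3 stays at -0.014.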

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

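The tests that weigh explanations in this part, the splits of the libraries and the interactions with PRRX1FV were chosen after the results were seen, while the interactions with WT were planned.

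The long-term effect of dTAGV-1 differed between TWIST1FV and WT cells at 52905 peaks by an interaction term (29898 lower, 23007 higher). The long-term effect differed between ALX1FV and WT cells at 73 peaks, all lower, and at 0 without any 1 replicate (edgeR; 13061 had an unadjusted p under 0.05 in the full test, and DESeq2 called 826 there). The effect of TWIST1 depletion differed from that of PRRX1 depletion at 26825 peaks at 3 h and at 33525 at 24 h.

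Most peaks that were higher after long-term TWIST1 depletion had been called higher at neither acute time: 30726 of 39583 (77.6%). If lower power of the acute libraries alone were behind this, long-term higher peaks would be near their long-term change at 24 h already. Peaks called higher without 1 long-term replicate, and not chosen by acute calls, had median log2 changes of 1.61 to 1.66 in the replicate left out and of 0.6 to 0.89 at 24 h. These medians argue against low power alone, but part of the missing calls may come from it. Only 7% of simulated changes of 1 and 0% of 0.58 were recovered with the noise of TWIST1FV at 3 h. That simulation changed 200 of 30000 peaks, a smaller share than was called in these cells. Its adjustment was therefore stricter, and recovery in the data may be higher. Falls called without replicate 1 or 2 had medians of -1.58 and -1.72 in it and of -1.51 to -1.28 at 24 h, while those called without replicate 3 had -1.69 and -0.97 to -0.85; how falls and rises differ in this was not tested. A long-term dTAGV-1 library that stood apart, replicate 3, does not carry the number of calls. Without that replicate 47110 peaks were higher, against 41060 with it. Peaks called higher without it had medians of 1.64 in it and of 0.6 to 0.69 at 24 h. Whether these were the same peaks, and how many were called at neither acute time, was not tested. Cells of the melanocyte or Schwann lineage may add to the rises: their marker list passed the set test with a preset correlation and missed it with an estimated one (adjusted p = 0.908) and at a gene distance of 20 kb (0.0988), peaks at its markers EDNRB and ERBB3 reached 30.3 and 25 CPM, 2 of its 14 genes are on another list, and no sort of the cells is considered here. A slow response of the same cells and a change in which cells grew both stay open, as neither was tested. The 2 arms also have different controls, and what this adds to the missing calls was not tested.

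With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and a split that mixes the groups puts the real difference into its spread, so that few calls are expected in it either way. On 20000 drawn peaks the real split called 7823 peaks in long-term TWIST1FV libraries, 5022 in their interaction with WT, 4524 between ALX1FV ALX4- and ALX1FV cells at 0 h, 22 in long-term ALX1FV libraries and 2 in their interaction with WT; the highest other split called 0 in each, so 1 split of 10 was as large. In ALX1FV ALX4- cells at 24 h the real split called 33 and the highest other 1, and in the interaction of long-term MSX1FNV with WT 1 and 0. In ALX1FV ALX4- cells at 3 h the real split called 5, another 98, and 2 were as large; in long-term MSX1FNV libraries the values were 1, 20 and 2. In long-term PRRX1FV and WT libraries the real split called 0 and the highest others 157 and 8. Such other splits point to a structure of these libraries beyond the treatment; each keeps a same-numbered pair together, and the other splits that part all 3 pairs, as the real one does, called 0. A real count of 0 makes all 10 splits as large and decides nothing; this was so there and in ALX1FV cells at 3 h and 24 h, in the 2 interactions of ALX1FV ALX4- with ALX1FV and in that of long-term PRRX1FV with WT, where the highest other split also called 0 in each of these last 5.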

How the results depend on the processing

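The alternatives that were added after the data were seen are the scaling on peaks near gene ends, the acute interactions with PRRX1FV and between ALX1FV ALX4- and ALX1FV, the blocked overlap, the blocked set tests, the melanocyte and Schwann list without each replicate and the share of peaks near gene ends; the others were planned. DESeq2 size factors, the absence of a filter on low counts, a gene distance of 20 kb and a stricter threshold for peak calls moved no count of calls by over 1.5 times, but the 1 list called at 20 kb was another: neural genes in ALX1FV ALX4- cells at 0 h (adjusted p = 0.0302, 0.332 at 100 kb) in place of melanocyte and Schwann genes in long-term TWIST1FV (0.0988, 0.00785 at 100 kb). Among 153 named peaks, 152 stayed called with DESeq2, 153 with its size factors, 137 with scaling on peaks near gene ends, 99 of 127 with 1 fit over all genotypes and 128 of 128 with the replicate block. Without replicate 1, 2 or 3, 115 of 152, 96 of 153 and 46 of 103 did. No named peak turned its direction in any of these. In 5 of 6 comparisons of peak calls, the counts moved when at least 50% of each peak had to overlap.

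With DESeq2 the calls numbered 738 for ALX1FV ALX4- cells at 24 h, 218 at 3 h, 12 for the difference of the 24 h effect from ALX1FV, 2108 for long-term ALX1FV, 826 for its difference from WT, 946 for long-term MSX1FNV and 87 for its difference from WT. Scaling on peaks near gene ends gave 48 calls for long-term ALX1FV, and turned the share of lower peaks in ALX1FV ALX4- cells at 0 h to 37% and the odds ratio of higher peaks near gene ends there to 1.18 (0.621 before). With 1 fit over all genotypes 218 peaks were called in ALX1FV ALX4- cells at 24 h and 51901 in TWIST1FV cells at 3 h. With an estimated correlation 0 gene lists were called (camera; 1 with the preset). At an adjusted p of 0.01 the 3 h and long-term TWIST1FV calls shared 8727 lower peaks, and long-term TWIST1FV and ALX1FV shared 0, as the stricter threshold leaves fewer calls; with the replicate block at 0.05 they shared 6324. Except for this threshold the cause was not tested.

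Where replicate numbers pair the libraries, the replicate block gave 116 and 1174 calls in ALX1FV at 3 h and 24 h, 749 and 2593 in ALX1FV ALX4-, 132 and 354 for the difference between them, 14978 in long-term ALX1FV and 7356 for its difference from WT, 6316 in long-term MSX1FNV and 2271 for its difference from WT, 2 in PRRX1FV at 24 h, 4 in the long term and 5 in long-term WT. The peaks lower 3 h after TWIST1 depletion passed the set test in ALX1FV cells at 3 h with the block (adjusted p = 0.0385, 0.0874 without it) but not with an estimated correlation as well (adjusted p = 0.191), and the peaks higher then did so with an estimated correlation in ALX1FV cells at 3 h and 24 h (0.0362 each, 0.335 each without it). It changed no other call there. The numbers of the TWIST1FV libraries and of the acute MSX1FNV libraries do not mark separate clones. The correlation of same-numbered libraries was 0.41 to 0.5 in acute TWIST1FV, 0.07 to 0.11 in long-term TWIST1FV, where each correlated best with its own number, and 0.19 to 0.23 in acute MSX1FNV. The block gave 79229 and 94198 calls in TWIST1FV at 3 h and 24 h, 49781 and 60196 for the differences from PRRX1FV, and 7 and 43 in MSX1FNV. No paired analysis was possible for ALX1FV ALX4- against ALX1FV because their clones differ.

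Leaving out each replicate in turn gave 52521 to 92040 calls in long-term TWIST1FV, 25175 to 54949 for its difference from WT, 12407 to 16904 and 16907 to 21606 for the 3 h and 24 h differences from PRRX1FV, 0 to 42 and 25 to 230 in ALX1FV ALX4- at 3 h and 24 h, 0 to 30 in long-term ALX1FV, 0 for its difference from WT, 0 to 1 in long-term MSX1FNV and 27317 to 39661 between ALX1FV ALX4- and ALX1FV at 0 h. Fewer libraries were tested in each of these. In long-term TWIST1FV, its difference from WT and long-term MSX1FNV the highest count lay above that with all libraries, which fewer libraries do not account for; the cause was not tested. Where groups of 2 lost a library, the remaining one was assumed to vary like the other acute groups. Not run were all motif results, WT at 3 h and 24 h, the acute differences from WT, and the count tests of long-term ALX1FV ALX4- libraries with their differences from ALX1FV. Most simulated changes of 2-fold or less were not recovered with the noise of TWIST1FV, ALX1FV and PRRX1FV at 3 h and of long-term TWIST1FV. Recovery was not simulated for the other comparisons, nor with as large a share of changed peaks as was called in TWIST1FV cells. Between ALX1FV ALX4- and ALX1FV cells at 0 h changes under 2-fold were called, such as -0.25 near ALX1 (edgeR adjusted p = 0.0084).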

Other observations

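The tests of explanations in this part were all chosen after the results were seen.

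Further genes of the fixed lists changed around TWIST1 depletion. At SOX5, a cartilage and neural crest factor gene, 21 of 90 peaks fell at 3 h and 1 rose. At SFRP1, a secreted WNT antagonist gene, 9 of 46 fell, the strongest from 36.4 ± 3.01 to 6.52 ± 1.1 CPM (n = 2 each). At COL5A2, a fibrillar collagen gene, 8 of 39 fell, the strongest from 37.1 ± 6.24 to 5.94 ± 0.964 CPM. Rises at 3 h included 5 of 12 peaks at KRT8, a keratin gene of simple epithelia, where none fell, and 3 of 9 at NEUROG1, a proneural gene, one of them from 5.59 ± 1.12 to 15.8 ± 6.24 CPM. In the long term 13 of 19 peaks at DCN, the gene of the proteoglycan decorin, fell and 2 rose. At CDH2, which encodes N-cadherin, 15 of 35 peaks rose and 3 fell.

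Peaks that fell within 3 h of TWIST1 depletion were lower as a set after long-term ALX1 and long-term MSX1 depletion with the preset correlation, and missed the threshold with an estimated one (adjusted p = 0.218 each). An action of the compound on cells with no tagged protein would lower them in WT cells too, where the shift against matched peaks was 0.12, upward, and the score difference without replicate 1, which carries most of it, was 0.03. A shared need for ALX factors that shows within hours stays open. Of 93 early falls in ALX1FV ALX4- cells 82 lie among these peaks, against 12.5 for independent lists. None of the 3 h calls there was left without replicate 2 or 3. The mean score difference of these peaks was -0.14 and -0.13 without them, against -0.15 with all replicates. As a set these peaks were shifted there at 3 h with an estimated correlation too (camera adjusted p = 0.0408). In ALX1FV cells the shift was only -0.04 at 3 h and at 24 h (camera adjusted p = 0.205 and 0.154 with an estimated correlation). Differences in cell state between cultures that fell along the groups stay open: the score was lower in 3 of 3 same-numbered pairs of long-term ALX1FV libraries (-0.434 to -0.081) and of MSX1FNV libraries (-0.285 to -0.161), which are too few to settle it, and the exact permutation p, which leaves the pairs aside, was 0.1 in each, the smallest 3 against 3 can give. For MSX1 the early tests showed no such shift (0.03 and -0.02 at 3 h and 24 h, adjusted p = 0.117 and 0.593, n = 2 each).

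ALX1FV ALX4- and ALX1FV cells differed at 48487 peaks before any depletion. The batch of the acute experiment alone would leave peaks called in one genotype in the long-term DMSO libraries near 0 at 0 h, but the 2477 tested peaks called in 3 of 3 ALX1FV and 0 of 3 ALX1FV ALX4- libraries there had a median of -0.57 at 0 h, and 1005 of them were lower. The scaling of the libraries alone is argued against by the 53106 peaks that differed with scaling on peaks near gene ends. Differences between single clones enter the spread of the test, as each genotype has 3 clones. That test counts the libraries of a clone at different times as independent, so the number of peaks may be too high. A change that the ALX1FV ALX4- clones share other than the loss of ALX4 cannot be told apart from it, since no clone was seen with and without ALX4. That 182 of 244 peaks lower after long-term ALX1 depletion were lower here as well, against 30 for independent lists, may reflect a shared role of both factors, which was not tested.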
